A study of Neurospora crassa with 12 samples. Its data were reported in "Histone H3 lysine 4 methyltransferase is required for facultative heterochromatin at specific loci" (2019).

How the data were processed

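Total RNA was isolated from mycelia of WT, Δset-1 and Δdim-5 Neurospora crassa grown for 2 days at 25 °C and harvested at DD24 or LP30, with 2 replicates per group (12 libraries in 6 groups). Groups were taken from the sample titles, strains and harvest times. Per the labels, ribosomal RNA was depleted, libraries were made with version 2 of a TruSeq kit and 100 bp paired-end reads were sequenced. The labels give a total number of reads, and whether it is per library is not given in the sources used here. The study states among its results that strand was kept when the libraries were made. The kit named in the labels does not by its name state this, and strands are given here as the file gives them.

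The authors mapped the reads to the NC12 genome with HISAT2 version 2.1.0 and assembled transcripts for each sample with StringTie version 1.3.3b, at default settings. They then merged the assemblies with the existing NC12 annotation into 1 annotation, and the header of the deposited file records this merge step of StringTie. The positions in the deposited annotation are the first and last base of each transcript and exon, counted from 1, on NC12 supercontigs. The only other value is the score column, in which the authors' deposited file holds the constant that StringTie writes for its features, or a dot for annotated transcripts carried over from the reference. This score is no expression level. In such a carried-over case no transcript from StringTie in the merged file overlapped the locus on either strand. The authors' Cuffdiff expression values were not used here. Replicates and groups are pooled in the file, so no value could be computed per library, replicates could not be compared with each other, and the smallest effect of strain or light that could be seen is undefined.

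Each transcript was read with its exons. A transcript with an NCU identifier was called annotated. An unannotated transcript was called an isoform if it shared at least 1 bp of exon with an annotated transcript on the same strand, antisense if it shared at least 1 bp of exon with one on the opposite strand only, and intergenic if its span overlapped no annotated span. These definitions were modelled on the class codes that the study used for NATs and lincRNAs but are not the same. The program that gives those codes was not run, the study's further filter of NATs by code was not applied, and transcripts close to a gene stayed in the intergenic class. The counts of these classes are therefore not the study's measure. Gene symbols came from the RefSeq gene table of assembly NC12. It listed 9729 of the 9730 annotated genes by locus tag, and all 9729 had the same start and end there. A symbol was used only where that table gave it. Supercontigs 12.1 to 12.7 were named chromosomes I to VII from the same match.

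Medians of log2 exonic length were compared by 2-sided permutation tests with 100000 resamples, with intervals from 2000 bootstrap draws. Single-exon shares were compared by Fisher's exact tests, arrangements by an exact binomial test and gene lists by Fisher's exact tests with Benjamini-Hochberg adjustment over 8 lists. Families of symbols were tested in the same way. The threshold was 0.05. Shuffles of gene order used 10000 draws. Shares have exact Clopper-Pearson 95% intervals. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

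The classification was tested on simulated data made from the 10785 annotated transcripts. All 600 planted antisense, 200 isoform and 200 intergenic transcripts were recovered, as were the planted arrangements. Each was built to meet its definition, so this checks the code only. The antisense and intergenic ones were placed clear of other annotated genes, and none was planted that spans a whole gene. The permutation test on 100 against 100 simulated lengths, with 999 resamples, gave p under 0.05 in 7.50% of 200 data sets without a difference and in 93.5% of 200 with a shift of 0.5 in log2 length.

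The genes named in the report were fixed before the data were examined, as lists or by a rule. The closing section also names genes without an assembled transcript, which were chosen after their values were seen. The fixed genes are 8 lists with 79 different genes (light and clock, carotenoid synthesis, conidiation, H3K9 methylation and DNA methylation, other histone methyltransferases, RNA interference, histones and housekeeping, and loci the study discussed), of which 78 were analysed here. The rule also named the 5 antisense transcripts with the longest overlap, the 5 longest intergenic transcripts, the 5 intergenic transcripts with most exons, and unannotated transcripts within 2 kb of the loci the study discussed. Alternatives fixed at the same time were a minimum overlap of 100 bp or of 50% of the exonic length, a minimum length of 200 nt, 2 or more exons, overlap of whole spans, 1 transcript per assembly gene, a distance of 500 or 1000 bp, RefSeq genes as the reference, a match of intron chains or spans to annotated transcripts, and a background matched on gene length. GC content and splice sites were planned, but no genome sequence was used here and they were not analysed.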

Results

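RNA-seq was performed on mycelia of the filamentous fungus Neurospora crassa from 3 strains. These were WT, Δset-1 (the Δkmt2 strain, which lacks the histone H3K4 methyltransferase) and Δdim-5 (the Δkmt1 strain, which lacks the histone H3K9 methyltransferase). Cultures of each strain were harvested either from constant darkness of 24 h (DD24) or at the end of 30 min of light given after the dark period (LP30). The labels give 2 replicates for each of the 6 groups, 12 libraries in all. The file analysed was a single transcript annotation that the authors assembled from all 12 libraries together. It holds the position, strand and exons of each transcript and no expression level for any library or group. Read depth per library is therefore unknown from the file, and neither the effect of light nor that of either deletion could be tested here. The sections that follow describe which transcripts the pooled libraries gave and where they lie. Tests across transcripts or genes describe this annotation, since transcripts and genes are not replicates. The 95% intervals beside shares are exact (Clopper-Pearson) and cover counting error only.

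The first question was how many transcripts lay outside the existing gene annotation. The merged annotation held 21475 transcripts in 14071 assembly genes. Of the transcripts, 10785 carried the identifier of an annotated (NCU) transcript and came from 9730 annotated genes. The other 10690 transcripts, 49.8% (49.1 to 50.4), were unannotated. Isoforms that shared exon sequence with an annotated transcript on the same strand made up 5406 of the unannotated transcripts, or 50.6% (49.6 to 51.5). Antisense transcripts (NATs), which overlapped an exon of an annotated transcript on the opposite strand and none on the same strand, numbered 2440, or 22.8% (22.03 to 23.63). Intergenic transcripts, whose span touched no annotated transcript on either strand, numbered 2834, or 26.5% (25.7 to 27.4). The remaining 10 overlapped the span of an annotated transcript but none of its exons. No coding potential was assessed, so intergenic transcripts were not divided into coding and noncoding.

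As assembled, antisense and intergenic transcripts were shorter than annotated transcripts and mostly had a single exon. Annotated transcripts have the structure of the reference models, whereas those of the other classes were assembled from reads. The study found NATs and lincRNAs to be expressed far below protein-coding genes. How far incomplete assembly accounts for the differences was not tested. The median exonic length was 908 nt for antisense transcripts, 631 nt for intergenic transcripts, 1986 nt for annotated transcripts and 2886 nt for isoforms. On the log2 scale the antisense median was below the annotated median by a difference of -1.13 (bootstrap 95% interval -1.24 to -1.03), and the intergenic median by -1.65 (-1.72 to -1.60). Both differences had p = 1e-05 in a 2-sided permutation test, the smallest value that 100000 resamples can give. A single exon was found in 70.8% of antisense transcripts (69.0 to 72.6) and 76.7% of intergenic transcripts (75.1 to 78.3), but in 16.8% of annotated transcripts (16.1 to 17.5) and 7.01% of isoforms (6.34 to 7.72). The odds ratio against annotated transcripts was 12.01 (10.9 to 13.3) for antisense and 16.3 (14.8 to 18.1) for intergenic transcripts (2-sided Fisher's exact tests, both past the threshold of 0.05).

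**Figure D1:**
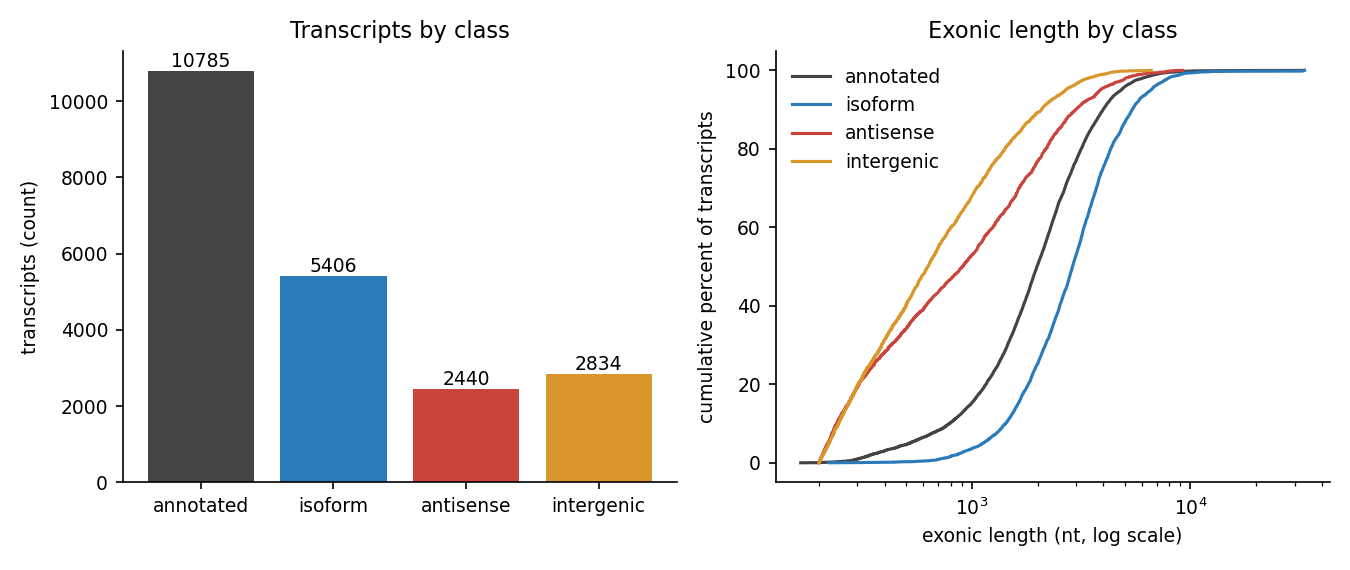
Left, the number of annotated, isoform, antisense and intergenic transcripts. Right, the cumulative percent of transcripts (y axis) against exonic length in nt (log x axis) for the same 4 classes. The intergenic and antisense curves lie to the left of the annotated curve, with medians of 631, 908 and 1986 nt.

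The study discusses antisense and convergent transcripts in relation to heterochromatin, and the arrangement of each antisense transcript against its gene was examined. An antisense transcript covered at least 1 bp of exon in 2066 of the 9730 annotated genes, or 21.2% (20.4 to 22.1). The median overlap was 468.5 bp (quartiles 241 and 1049 bp). For the arrangement, each antisense transcript was set against the span of the 1 annotated transcript whose exons it overlapped most. The gene in the next counts means that transcript. Of the 2440 antisense transcripts, 963 lay inside the span of the gene, 39.5% (37.5 to 41.4). Another 801, 32.8% (30.97 to 34.7), were tail-to-tail and passed the 3′ end of the gene. A further 374 spanned the whole gene and 302, 12.4% (11.1 to 13.8), were head-to-head and passed its 5′ end. Among the 1103 transcripts that passed one end only, 72.6% (69.9 to 75.2) were tail-to-tail, which differed from equal shares (exact binomial test, 2-sided, p = 1.23e-52). The share of genes with an antisense transcript ranged from 20.2% on chromosome III to 23.5% on chromosome VII and no difference over the 7 chromosomes was detected (chi-square test, p = 0.427). It was also similar over gene length, at 21.2% of the shortest and 21.9% of the longest of 5 equal groups of genes. Both comparisons count the 824 genes without an assembled transcript on either strand, which cannot have an antisense transcript here. These were shorter (median 1116 bp against 2234 bp) and unevenly spread over the chromosomes, so similar shares among the other genes were not shown. Strands are those of the file, and 129 of the 712 antisense transcripts with 2 or more exons shared an intron with the gene on the other strand, although the ends of an intron fit 1 strand only.

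Antisense transcripts were next examined in 8 lists of genes fixed before the data were examined. Among 20 genes of light sensing and the circadian clock, 8 had an antisense transcript, 40.0% (19.1 to 63.9). That was 18.8 percentage points above other genes, but 4.29 points when annotated antisense neighbours were counted too (adjusted p = 0.938, Fisher's exact test). The 8 genes were the clock gene frq, the blue-light receptor gene wc-1 with 3 antisense transcripts and a largest overlap of 346 bp, the photoadaptation gene vvd, the cryptochrome gene cry (252 bp), adv-1 (524 bp), bli-4 (1420 bp), ccg-1 (297 bp) and cka, where the overlap was only 16 bp. The wc-2, frh, fwd-1, ck-1a, ckb-1, csp-1, sub-1, phr, phy-1, phy-2, nop-1 and eas genes had none. Among 5 genes of carotenoid synthesis, al-1 had 3 antisense transcripts with a largest overlap of 705 bp and al-2 had 1 with 868 bp, whereas al-3, ylo-1 and cao-2 had none. In the conidiation list, con-10 (443 bp) and acon-2 (237 bp) had an antisense transcript among 6 genes. In the list of H3K9 methylation and DNA methylation, it was 3 of 13 genes, namely dim-2, which encodes the DNA methyltransferase (512 bp), dim-8 (258 bp) and dmm-2 (214 bp). The H3K9 methyltransferase gene dim-5 and the HP1 gene hpo had none. This list lay 1.85 percentage points above other genes, and -2.26 points from them when annotated antisense neighbours were counted too. Among 8 other histone methyltransferase genes and partners, set-1, which encodes the H3K4 methyltransferase, had 2 antisense transcripts with a largest overlap of 217 bp. Among 8 genes of RNA interference, qde-1 had an antisense transcript that overlapped it by 98 bp. Each of these last 2 lists lay at -8.74 points from other genes, and at -15.7 points with annotated antisense neighbours counted too. With an overlap of at least 100 bp, which leaves out that of qde-1, the RNA interference list lay at -19.8 points. Among 9 histone and housekeeping genes, hH3 (516 bp), hH2B (564 bp), hH1 (442 bp) and gpd-1 (1407 bp) had one. No list passed the test against all other genes for the share with an antisense transcript (2-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 8 lists). The smallest adjusted p of these exact tests was 0.411, for the light and clock list (unadjusted p = 0.0527, against 21.2% of other genes) and for the histone and housekeeping list (unadjusted p = 0.103). Lists of this size leave wide intervals, so a difference was not detected, which does not show that it is absent.

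**Figure D2:**
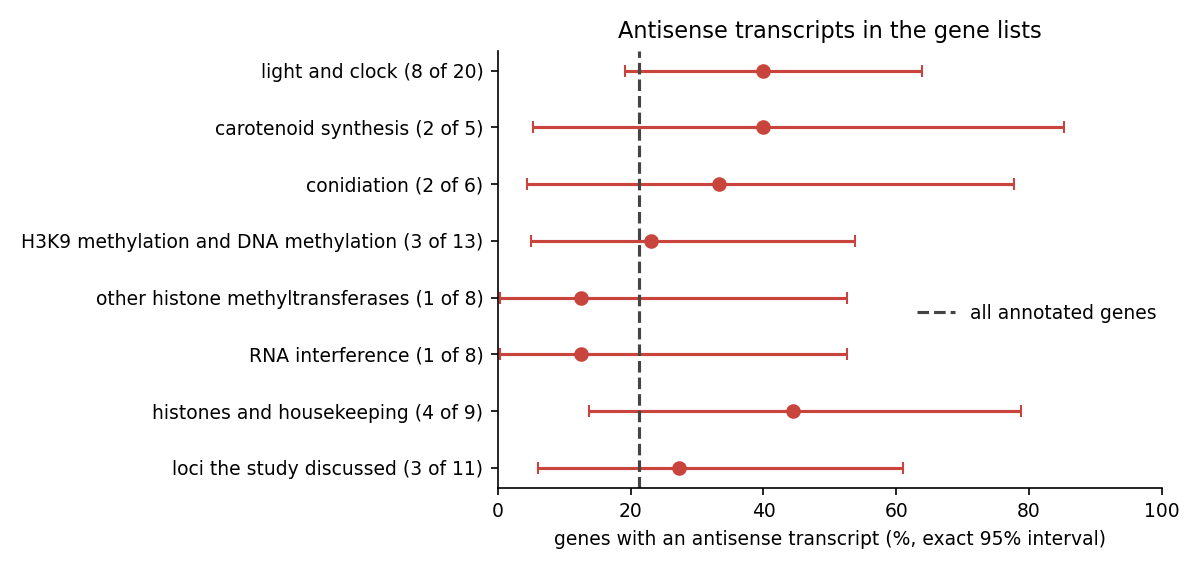
Percent of the genes of each list that had an antisense transcript (points) with its exact 95% interval (bars). The dashed line marks 21.2%, the share over all annotated genes, which lies inside the interval of every list.

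The frq gene (NCU02265), a core component of the clock, lies on the plus strand of chromosome VII at 3131640 to 3136464 (NC12, supercontig 12.7) and had 3 annotated transcripts and 1 unannotated isoform. On the minus strand, 1 assembly gene, MSTRG.12826, held 5 transcripts. Of these, 4 were antisense to frq with an exonic overlap of 4115 to 4233 bp, and the longest overlap equalled 97.8% of the exonic length of the longest annotated frq transcript. Together they reached 383 bp past the 3′ end of frq. The known frq NAT, qrf, is transcribed from this strand. The fifth transcript, MSTRG.12826.3, was intergenic. It lay upstream of frq at 3129429 to 3131372, with its start 267 bp from that of frq, and had 2 exons and 1843 nt. The study describes a small transcript upstream of frq, which was not matched to this one by coordinates. The antisense transcripts MSTRG.12826.1 and MSTRG.12826.2 ran through both regions and reached 2288 bp past the annotated start of frq, whereas MSTRG.12826.4 and MSTRG.12826.5 ended within frq, at 3131682 and 3131688.

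The vvd gene (NCU03967), which encodes the photoreceptor of photoadaptation, lies on the minus strand of chromosome VI at 2268533 to 2271812 (supercontig 12.6). It had 2 antisense transcripts of 1 exon each. MSTRG.11341.1 lay inside the gene at 2269253 to 2269770 and was 518 nt long. MSTRG.11342.1 lay head-to-head at 2271390 to 2274395 and overlapped the 5′ end of vvd by 423 bp. Upstream of vvd on its own strand, the intergenic transcript MSTRG.11343.1 at 2272201 to 2274608 ended 388 bp upstream of vvd and shared 2195 bp with MSTRG.11342.1 on the other strand. The upstream region thus held a sense-antisense pair, 1 member of which reached into vvd.

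**Figure D3:**
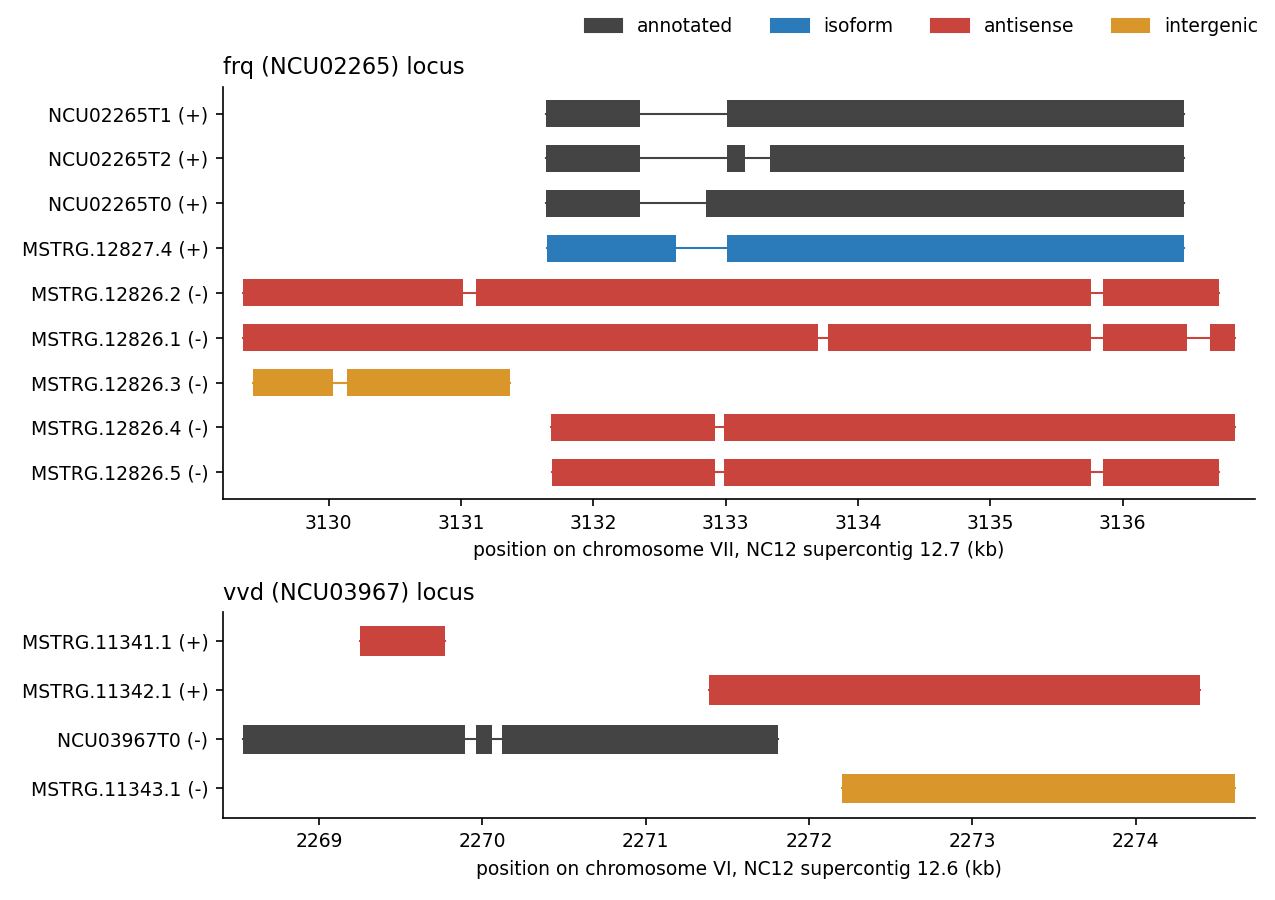
Transcripts at frq (top, 9 transcripts) and vvd (bottom, 4 transcripts) against the position in kb on the chromosome. Boxes are exons, lines are introns, colours give the class and the sign after each name gives the strand. The antisense transcripts of frq cover 4115 to 4233 bp of its exons, and the transcripts upstream of vvd overlap one another by 2195 bp.

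Other loci that the study discussed differed from their annotation at their ends, in their introns or not at all. They were chosen by the study from these libraries and are no independent sample of genes, and 3 of the 11 analysed here, frq, vvd and NCU09969, had an antisense transcript. NCU02913 and NCU16472 are transcribed away from each other on chromosome I (8714260 to 8717710, minus strand, and 8718768 to 8722839, plus strand). Their annotated starts lie 1057 bp apart. NCU02913 had 4 unannotated isoforms, the longest of which passed its 5′ end by 820 bp and left 237 bp between the assembled starts. NCU16472 also had 4, of which MSTRG.2975.1, MSTRG.2975.2 and MSTRG.2975.3 kept its annotated ends and differed in their introns, and MSTRG.2975.4 ended earlier, at 8722445. NCU09968 (309546 to 315476, minus strand) and NCU09969 (314113 to 320071, plus strand) on chromosome VI shared 1190 bp of annotated exon at their 5′ ends. NCU09968 had 2 unannotated isoforms, MSTRG.10626.2 and MSTRG.10626.3, which began at 315802, upstream of its annotated start. They overlapped exons of NCU09969 by 1530 and 1607 bp. NCU09969 had 4 unannotated isoforms. NCU09969 had 3 antisense transcripts inside its span, with overlaps of 612, 175 and 48 bp. On chromosome I, NCU10058 (3708802 to 3711805, plus strand) and NCU16377 (3711135 to 3712134, minus strand) shared 671 bp of annotated exon. NCU10058 had 1 isoform, which lay inside its annotated span, and NCU16377 had none. Their neighbour NCU10059 (3712525 to 3714202, plus strand) had 1 isoform that passed its annotated ends by 180 bp at the 5′ side and 273 bp at the 3′ side. NCU03747 on chromosome V had 1 unannotated isoform with the same ends and 2 exons in place of 1. At NCU16528 on chromosome II (1152277 to 1154521, minus strand) and within 2 kb of it, no unannotated transcript was found. Near these loci, within 2 kb, MSTRG.12829.1 was antisense to NCU02264 beside frq (220 bp, with an intron of that gene), MSTRG.11339.1 to NCU03966 beside vvd (684 bp) and MSTRG.9016.1 to NCU03748 beside NCU03747 (1436 bp), and MSTRG.10622.1 beside NCU09968 was intergenic.

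**Figure D4:**
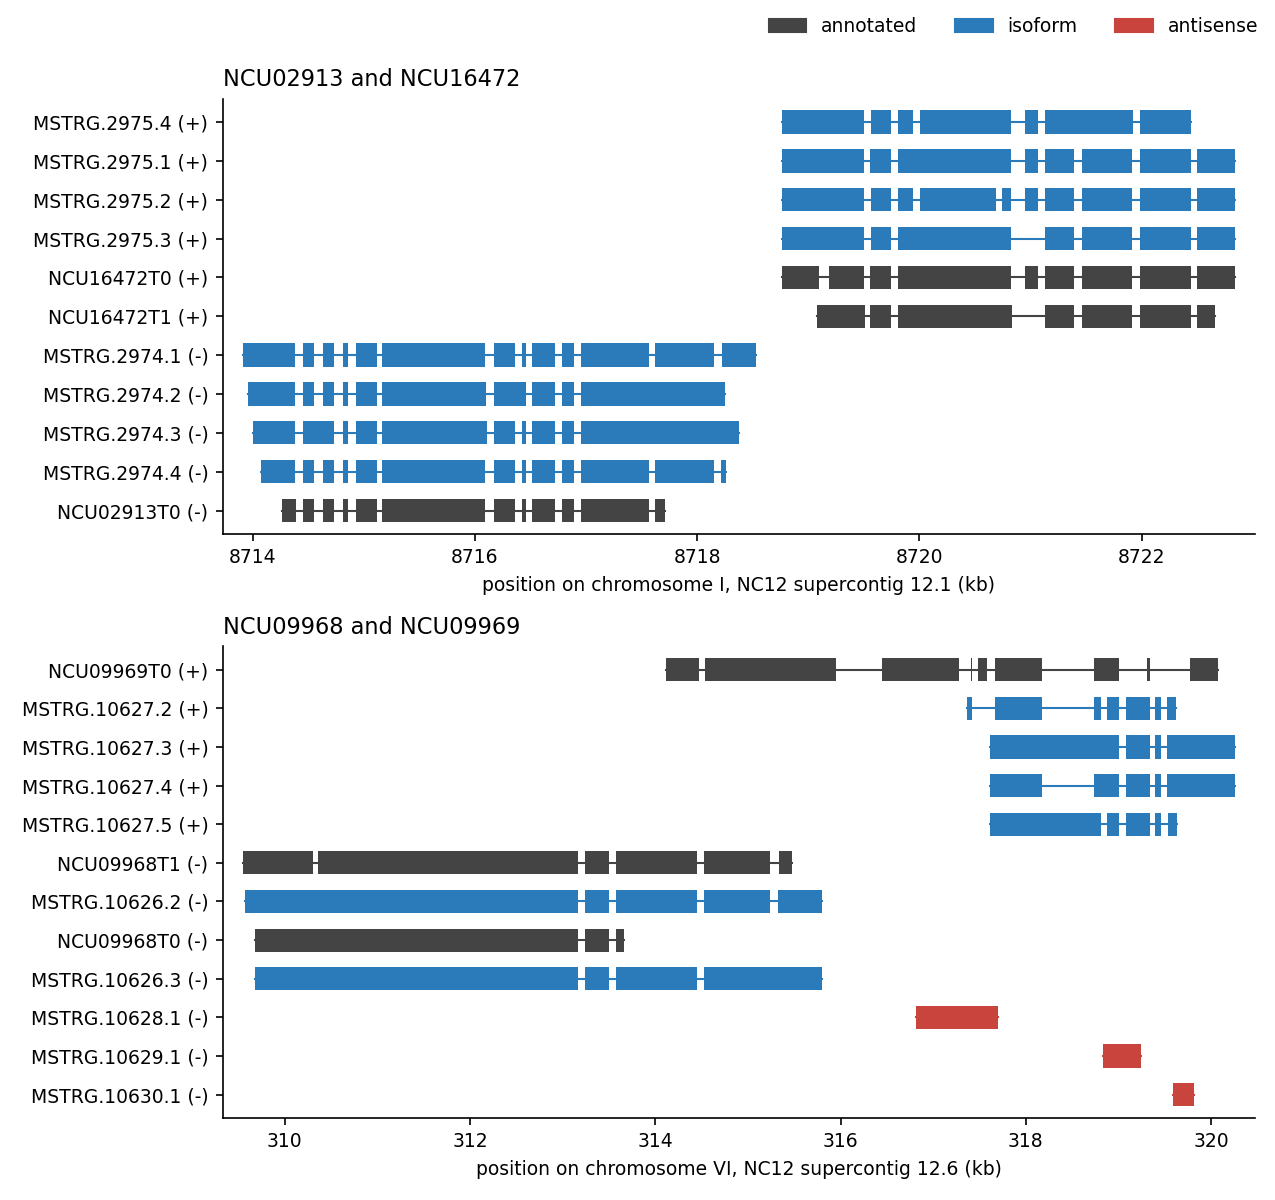
Transcripts at NCU02913 and NCU16472 (top) and at NCU09968 and NCU09969 (bottom) against the position in kb on the chromosome. Boxes are exons, lines are introns and colours give the class. Isoforms of NCU02913 pass its annotated start by up to 820 bp, and 3 antisense transcripts lie inside NCU09969.

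The 5 longest antisense overlaps were on 4 chromosomes. On chromosome II, MSTRG.4644.1 (4180787 to 4189329, minus strand, 1 exon) overlapped NCU16593 and NCU16594, with 5655 bp in the larger overlap. On chromosome I, MSTRG.2724.1 (8033324 to 8039349, plus strand, 1 exon) overlapped 5249 bp of myo2 (NCU00551). MSTRG.10551.1 on chromosome VI (120614 to 126849, plus strand) overlapped NCU07116 by 4926 bp, and MSTRG.4112.1 on chromosome II (2557149 to 2562153, plus strand) overlapped NCU01747 by 4443 bp. The fifth was MSTRG.12826.2 at frq, with 4233 bp and 3 exons.

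Intergenic transcripts lay close to annotated genes, but the gaps between genes limit this distance. No share expected at random places in the gaps was computed. Among the 2775 intergenic transcripts on a supercontig with annotated genes, 1388 lay within 500 bp of the nearest gene (quartiles of the distance 224 and 1216 bp). Within 2000 bp lay 86.1% (84.7 to 87.3) of these transcripts. Their density depended on the length of the gap between neighbouring genes. Gaps of 5 to 10 kb held 3.08 intergenic transcripts per 10 kb, and 76.6% of these 316 gaps (71.5 to 81.1) held at least 1. The 100 gaps over 20 kb held 0.205 per 10 kb, although they summed to 5024 kb, more than any other length class. Gaps of up to 1 kb, which leave little room for a transcript of 200 nt or more, held 0.637 per 10 kb. The longest gap of each chromosome ran from 119.6 kb on chromosome IV (874451 to 994037) to 348 kb on chromosome VII (2135114 to 2482903). Of these 7 gaps, those on chromosomes II, V and VII held 1 intergenic transcript each and the other 4 held none.

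**Figure D5:**
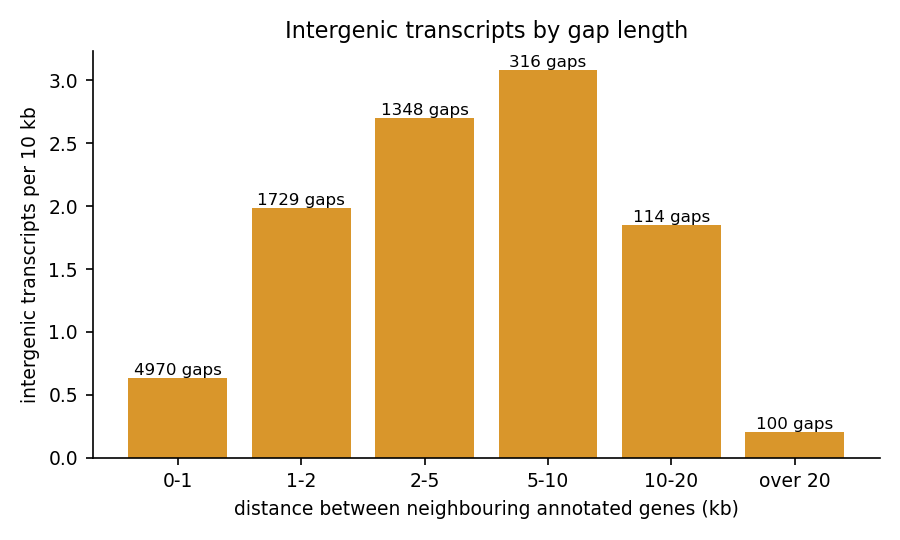
Intergenic transcripts per 10 kb (y axis) in gaps between neighbouring annotated genes, by the length of the gap in kb (x axis), with the number of gaps above each bar. The density is highest at 3.08 in gaps of 5 to 10 kb and lowest at 0.205 in gaps over 20 kb.

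The longest intergenic transcripts by exonic length were MSTRG.13247.2 (6621 nt, 46922 to 107549) and MSTRG.13247.3 (6407 nt, 74208 to 151368) on supercontig 12.8, MSTRG.3969.1 (6461 nt, 2222820 to 2229280) and MSTRG.3790.1 (5198 nt, 1637522 to 1642719) on chromosome II and MSTRG.4977.1 (5320 nt, 1089588 to 1095048) on chromosome III. Those with most exons were MSTRG.13246.6 on supercontig 12.8 and MSTRG.11575.2 and MSTRG.11575.1 on chromosome VI (3199404 to 3201495 and 3199373 to 3201495) with 7 exons each, followed by MSTRG.13246.26 and MSTRG.13246.1 on supercontig 12.8 with 6. MSTRG.13246.6 spans 41051 to 175663 for 2556 nt of exon. MSTRG.13246.26 spans 83217 to 159528 for 2768 nt and MSTRG.13246.1 spans 41042 to 159528 for 2238 nt. Whether exons so far apart belong to 1 transcript was not tested. Supercontig 12.8 carries no annotated gene in this annotation, and its 52 transcripts were all unannotated, 47 of them on the plus strand.

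Unannotated isoforms were found for 3546 of the 9730 annotated genes, 36.4% (35.5 to 37.4), with up to 19 for 1 gene. Of the 5406 isoforms, 4247 kept at least 1 annotated intron, 780 had introns of which none was annotated and 379 had a single exon. Isoforms that overlapped a single annotated gene passed its 5′ end in 32.4% of cases (31.1 to 33.7) and its 3′ end in 25.1% (23.9 to 26.4). The median extension was 370.5 bp at the 5′ end and 286.5 bp at the 3′ end. Exon sequence was shared with 2 or more annotated genes on the same strand by 466 isoforms, 8.62% (7.88 to 9.40). Some annotated genes overlap on the same strand, so this count does not show that separate genes were joined. Annotated genes also overlapped one another, and 2133 of them shared exon sequence with an annotated gene on the other strand. With annotated neighbours and isoforms counted beside antisense transcripts, 4153 genes, 42.7% (41.7 to 43.7), were overlapped in an exon by a transcript of the other strand. An overlap between annotated genes does not show that both strands were transcribed in these libraries, since the merge keeps reference transcripts.

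At 824 annotated genes, 8.47% (7.92 to 9.04), the merged annotation held no assembled transcript at the locus on either strand. The annotated transcript there was carried over from the reference. Assemblies of single libraries were not seen, so a transcript assembled in a library but lost in the merge cannot be told apart from none. These genes were shorter, with a median of 1116 bp against 2234 bp for the others. Their share differed over the 7 chromosomes, from 5.54% (4.65 to 6.54) on chromosome I to 10.9% (9.37 to 12.6) on chromosome IV (chi-square test over genes, p = 7.16e-10). Neighbouring genes were not independent in this measure, so that p is too small. In the 8 gene lists, sad-1, which encodes an RNA-directed RNA polymerase of meiotic silencing, was such a gene, and every other listed gene analysed here had an assembled transcript at its locus.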

Values the study reported

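The study reported 21,475 transcripts at the level of isoforms. Of these it counted 10,784 as annotated protein-coding and 10,692 as absent from the NC12 annotation. It predicted 2444 NATs and 2268 lincRNAs among the unannotated transcripts.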

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

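Of 65 alternative values, 57 kept their direction and their side of the threshold, or stayed within 1.5 times for a count. The shortest unannotated transcript had 200 nt, so a minimum length of 200 nt could not change the unannotated, antisense or intergenic sets. For a gene list, keeping its side of the threshold means only that it again did not pass. The 57 are therefore no measure of robustness. The backgrounds of genes with an assembled transcript at their locus and of genes with a symbol, and the antisense count of 2311 without transcripts that share an intron with the gene on the other strand, were chosen after seeing the data. The length, exon number and arrangement results kept their direction and stayed past the threshold under every alternative run. No gene list passed the threshold under any. The H3K9 methylation and DNA methylation list, 1.85 percentage points above other genes, was reversed to -2.26 when annotated antisense neighbours were counted too and to -0.121 against genes with an assembled transcript at their locus. Neither value was past the threshold, and the cause was not tested. Other differences of lists that moved by over 1.5 times, none past the threshold, were those with annotated antisense neighbours counted too of the light and clock list (18.8 to 4.29), the loci the study discussed (6.05 to 13.8), and the other histone methyltransferases and RNA interference (-8.74 to -15.7 each). With an overlap of at least 100 bp the RNA interference list lay at -19.8 and the H3K9 methylation and DNA methylation list at 3.26. Against genes with a symbol, 2 families of symbols passed the threshold, against 0 with all annotated genes. With 2 or more exons required, 712 antisense and 659 intergenic transcripts remained, and with overlap on the same strand allowed there were 3936 antisense transcripts. Intergenic transcripts fell to 1448 at a distance of at least 500 bp and to 904 at 1000 bp. These counts follow from the construction of the alternatives, which remove or add transcripts. No paired analysis was possible because the file pools all replicates and groups, and for the same reason no replicate could be left out. No unannotated transcript had the intron chain, or for 1 exon the span, of an annotated transcript in the file, so that alternative left 10785 annotated and 10690 unannotated transcripts. The same match to a separate reference annotation, GC content, splice sites and antisense overlap with RefSeq genes were not run, since no genome sequence, exons or strands of a separate reference were used here. What read depth limits could not be assessed, since the file gives no counts.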

Other observations

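Of the 824 annotated genes without an assembled transcript, 20 had a symbol, 2.43% (1.49 to 3.72), against 12.3% (11.7 to 13.0) of the other genes (2-sided Fisher's exact test, p = 3.17e-23, which is too small since neighbouring genes are not independent). These 20 were chosen after their values were seen. The functions given below describe single genes, and no group of genes by function was fixed or tested. They included sad-1, sad-2 and sms-2 of meiotic silencing, spo11 of meiotic recombination, the mating-type genes matA-2 and matA-3, and per-1. From the breakdown of plant cell walls came cdh-1, which encodes cellobiose dehydrogenase, gh61-7, and the glycoside hydrolase genes gh7-3 and gh3-8. From it also came clr-2, which encodes a regulator of cellulase genes. Another 5 were the kinase genes stk-35, stk-36, stk-41, stk-54 and stk-56, of 53 genes with an stk symbol, 9.43% against 8.47% of all annotated genes. Of these, stk-35, stk-36 and stk-56 lay in 1 run of 9 genes without an assembled transcript on chromosome III. The rest were aod-3, cyp450-31 and gh18-1. Families of symbols were tested after these values were seen, by 2-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 98 families, and the result depended on the background. Against all annotated genes none passed, with the smallest adjusted p of the exact tests, 0.994 (unadjusted p = 0.0203), for the matA and the sad symbols, each with 2 of 3 genes. Against the 1118 genes with a symbol, both of these passed (adjusted p = 0.0443, exact tests). The stk symbols did not (adjusted p = 0.0583, exact test, and 0.802 unadjusted against all annotated genes). Neither did gh after adjustment (unadjusted p = 0.0469, exact test). Of the gh genes, 4 of 79 lacked an assembled transcript, 5.06%, below the 8.47% of all annotated genes (exact test, unadjusted p = 0.413). The genes matA-2 and matA-3 are neighbours and 3 of the stk genes share a run, so the p of these 2 families are too small. The genes sad-1 and sad-2 lie on different chromosomes, but their p rests on 2 of 3 genes and was computed after the values were seen.

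Some intergenic transcripts lay over RefSeq genes that the merged annotation lacks. Among the 2834 intergenic transcripts, 251 overlapped a RefSeq gene. Of these, 154 overlapped an ncRNA gene, 78 a tRNA gene and 16 an rRNA gene, on either strand. Also, 782 intergenic transcripts, 27.6% (26.0 to 29.3), overlapped the exons of another intergenic transcript on the opposite strand.

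For the patterns below, the bounds of each test were written before its value was seen, but the patterns were found in the same annotation. No biological explanation was tested for any of them, since the file does not separate the groups.

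Antisense transcripts opposite annotated genes may come in part from reads assigned to the wrong strand, which would carry the introns of the gene itself: 129 of 712 antisense transcripts with 2 or more exons, 18.1% (15.4 to 21.2), shared an intron with the gene on the other strand. This lies between the bounds set for and against this source, so for spliced antisense transcripts it stays open. Of 658 antisense transcripts of 1 exon inside a gene with introns, 24.2% (20.9 to 27.6) held a whole intron of that gene, against a mean of 30.1% and a lowest value of 26.6% over 1000 random placements in the same genes. That share is past the bound set against mirrored spliced reads as the main source, but below every random draw, so they stay open for a part of these transcripts. Of the antisense transcripts, 7.50% (6.49 to 8.62) began within 500 bp downstream of the end of a gene on the same strand. That share is under the bound set against run-on from such a gene as the main source. A transcript joined to that gene counts as an isoform, so the test covers only run-on assembled apart from it. Run-on stays open where overlap on the same strand is allowed (3936 transcripts in place of 2440), which was not tested.

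Genes without an assembled transcript lay side by side more often than a random order gives. There were 344 neighbouring pairs of such genes, against at most 106 in 10000 shuffles within chromosomes and at most 113 in shuffles among genes of like length, so neither chance order nor short genes alone account for it. Away from chromosome ends (over 200 kb) there were 298 pairs against at most 95, and with overlapping genes joined into 1 unit there were 342 against at most 112. The longest runs, picked after the values were seen, were 23 genes from NCU08251 to NCU08574 on chromosome III (4780591 to 4862238) and 22 genes from NCU07627 to NCU07648 on chromosome IV (320439 to 398274). Regions that are silent or little transcribed under these growth conditions remain possible and were not tested. A difference between the strains used and the reference genome was not tested either. It would have to include WT, since a transcribed gene missing only from a deletion strain could still be assembled from the pooled WT libraries. The study also backcrossed both deletion strains to its WT strain.

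Intergenic transcripts close to genes may be unannotated ends of those genes. Of 1388 within 500 bp of the nearest gene, 16.1% (14.2 to 18.2) lay downstream on the strand of that gene, which is under the bound set against unannotated 3′ ends as the main source. On the same strand upstream lay 30.5% (28.1 to 33.0), on the opposite strand upstream 32.9% (30.4 to 35.4) and on the opposite strand downstream 20.5% (18.4 to 22.7). A transcript joined to the gene counts as an isoform, so the test of 3′ ends covers only ends assembled apart from the gene. Among isoforms of a single annotated gene, 25.1% passed its 3′ end. Unannotated 5′ exons of the nearby genes stay open, since no test for them was run.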
